A study of Homo sapiens with 5 samples.

How the data were processed

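The data were 5 CEL-seq2 libraries made from 3 established human lung adenocarcinoma lines, H1975, H2228 and HCC827, obtained from ATCC and grown in RPMI medium. CEL-seq2 is a plate-based method that tags the 3' end of polyadenylated RNA with a barcode for the well and a unique molecular identifier (UMI) for the molecule. In the Cellmix libraries, cells were sorted into plate wells in known combinations of the lines, mostly 9 cells per well. A mixture is written here as the number of H1975, H2228 and HCC827 cells, in that order, so that 3+3+3 holds 3 cells of each line. In CellPOP, wells held 90 cells. The deposited barcode table gives the mixture of each well, marks some 3+3+3 wells as of poor quality, and gives for each library the bead clean-up ratio (2x0.7 for Cellmix 1, 2x0.8 for Cellmix 2, 2x0.9 for Cellmix 3, 2x0.7 for Cellmix 4) and the share of material carried forward (1/9 for Cellmix 1 to 3, 1/3 for Cellmix 4). Cellmix libraries were numbered 1 to 4 as in the labels.

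The values deposited by the authors are UMI counts per gene and well, with no normalization. The authors placed the UMI in bases 1 to 6 and the well barcode in bases 7 to 14 of the first read. The submitters' processing notes name the build GRCh38. The aligner, the counting tool, the gene annotation and the handling of strand and of multiply mapped reads are not given in the sources used here, so counts of near-identical genes and of overlapping genes are uncertain. Spike-in transcripts (ERCC) were counted apart and left out of library sizes and tests. A UMI of 6 bases has 4096 possible sequences, and the highest count of a gene in a well was 4015 (KRT7 in CellPOP), so the most abundant genes of CellPOP are close to the ceiling of the tag. Of 33330 gene identifiers, 32963 (98.9%) were matched to a symbol, and gene positions were taken from GENCODE release 44 on GRCh38.

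Wells more than 3 median absolute deviations below the median of their library, in log10 UMIs or in log10 genes detected, were left out. This removed 34, 35, 36 and 37 wells of Cellmix 1 to 4 and 3 wells of CellPOP. The same 32 positions were removed in all 4 Cellmix libraries, of 37 removed in any. The filter removed the pure H1975 and pure H2228 wells of CellPOP, which had been planned as the reference, so the other Cellmix libraries served as the reference for mixture estimates, as had been laid down for that case. For the comparison of fold changes between Cellmix and CellPOP, wells rich in 1 line (7+1+1 and its counterparts) were used in place of pure wells, a choice made after the counts had been examined. In Cellmix 2, 1 column had no described well and entered no comparison.

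The 4 Cellmix libraries held the same barcode and the same mixture at each position, with 0 positions that differed. Before calls were compared, log CPM residuals of the 1000 most abundant genes, after removal of the mean of each mixture in each library, were correlated between libraries. Over 309 positions the mean correlation was 0.0578 for wells at the same position and -0.00346 for wells of the same mixture at other positions (permutation test with 100000 permutations, one-sided, p = 1e-05, the smallest the permutations can give). The libraries are therefore treated as preparations of the same wells. Each library number marks 1 preparation that holds all 3 lines, and it was kept as a block. Counts between pairs of libraries differed by more than sampling noise, with a mean chi-square per gene between 5.74 and 17.6, so no library was treated as a copy of another.

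Counts of kept wells were summed per library and mixture. Lines were compared with edgeR 4.0.16 in R 4.3.3 on 12 columns (3 lines in 4 libraries), with TMM factors, filterByExpr, robust quasi-likelihood fits, the library as a block and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. A gene was counted as higher or lower in a line when both contrasts passed the threshold with a log2 fold change of at least 1. The same test set the 3+3+3 wells against a sum of equal numbers of pure wells of each line (additivity), and set the 3+3+3 wells marked as poor against the other 3+3+3 wells. The last comparison was added after the barcode table had been read. Gene lists, 23 in number, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, and lists with fewer than 2 measured genes were not tested. List p-values were adjusted over lists and the 3 contrasts together. List members were counted by the edgeR test, and also with p-values adjusted over the list alone. A member is called measured when it passed the filter on low counts of that test.

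The genes named were fixed by rule before the data were examined. For each line these are the 10 higher and the 5 lower genes with the largest value of the smaller of the 2 log2 fold changes, moving the same way in each library, with a symbol and at least 50 CPM. EGFR, ERBB2, ERBB3, MET, ALK, EML4, NKX2-1, CDH1 and VIM are given in any case, as are up to 4 called members per list. Some genes chosen by these rules are left out of the text. XIST and Y-linked genes were left out. Fitted fold changes against a line with 0 to 3 counts depend on the prior count of the model. For those genes a ratio of CPM over the summed libraries is given, with an exact binomial interval at 95%, or, at a count of 0, the lower bound set by 3 counts over the summed libraries. CPM values are relative to gene UMIs only, without spike-ins, and intervals cover counting error only.

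Shares of RNA per line were estimated by non-negative least squares on the CPM of 50 signature genes per line with at least 100 CPM. UMI yields were compared as log2 ratios of mean gene UMIs per pure well within each library, with an exact two-sided sign-flip permutation test whose smallest p over 4 libraries is 0.125. Fold changes in Cellmix and CellPOP were correlated across genes of at least 50 CPM with a pseudocount of 1 CPM. Adjacent pairs of genes on the chromosomes were compared with 10000 permutations of gene positions. Alternatives were DESeq2 1.42.0, no filter on low counts, all described wells, no block, columns thinned to equal totals, wells as units (1 column per well position, summed over libraries, with no block), and each Cellmix library left out in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the remaining steps.

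The count model was tested on simulated data. With 200 of 4388 simulated genes changed between H2228 and H1975, it recovered 46% of genes changed 2-fold and 97% of those changed 4-fold, with 0 calls in a contrast without change. The mixture estimate was run on 150 genes for 50 simulated mixtures of 100000 UMIs, made from the pure lines at known RNA shares. It had a median error of 2.01 points and a largest error of 7.75 points. Estimates for sorted wells took other libraries as reference, and counts between libraries differed by more than sampling noise. The simulation did not test differences between libraries or wells, so its errors do not give the accuracy for sorted wells. Total gene UMIs were 1769946, 3640143, 3930327 and 6381730 in Cellmix 1 to 4 and 12788232 in CellPOP. The pure wells behind the comparison of lines held 1101488 UMIs for H1975, 409281 for H2228 and 1282134 for HCC827 over the 4 libraries, so the limit that a count of 0 allows is highest for H2228, at 7.33 CPM, against 2.34 CPM for HCC827.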

Results

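The series measured gene expression in wells that held small, counted numbers of cells from 3 human lung adenocarcinoma lines. H1975 carries activating EGFR mutations, H2228 carries an EML4-ALK fusion and HCC827 carries an EGFR exon deletion, according to general knowledge of these lines. Each of the 4 Cellmix libraries covered the same plate of 9-cell wells, among them pure wells of each line, pairs of lines in graded proportions and 7 kinds of mixture of all 3 lines, and also wells of 3 cells (1+1+1). CellPOP covered 24 wells of 90 cells. Kept wells had a median of 4870, 10235, 11019 and 17546 gene UMIs in Cellmix 1 to 4 and of 611194 in CellPOP. The median number of genes per kept well was 2057, 3138, 3354 and 4872 in Cellmix 1 to 4 and 18196 in CellPOP. Without marked wells and 3-cell wells, 288, 286, 286, 285 and 21 wells remained, of which 26, 5, 4, 0 and 0 had too few UMIs to be thinned to 2000. The others had medians of 2260, 3264, 3492, 5039 and 18196 genes before and 1198, 1203, 1213.5, 1265 and 1550 after thinning. Mitochondrially encoded genes took 3.87%, 3.65%, 3.96% and 4.28% of gene UMIs in Cellmix 1 to 4 and 2.04% in CellPOP. These and the other mitochondrial shares of described wells leave out the mitochondrial rRNA and tRNA genes. Spike-ins made up 0.140%, 0.139%, 0.138% and 0.137% of UMIs in Cellmix 1 to 4 and 0.0099% in CellPOP. Because the Cellmix libraries are preparations of the same wells, p-values across them measure the spread between preparations and not between cultures, and counts with wells as units are given beside most of the main ones.

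The first question was which genes set the lines apart. HCC827 stood out by EGFR, the epidermal growth factor receptor gene (ENSG00000146648, chromosome 7, 55019017 to 55211628, + strand), at 2604 ± 217 CPM (SD, n = 4) against 259 ± 56.5 in H1975 and 278 ± 103 in H2228. The log2 fold changes were 3.31 ± 0.13 (SE, edgeR, adjusted p = 6.39e-20) and 3.25 ± 0.15 (adjusted p = 3.89e-18). H2228 stood out by detoxifying enzymes, inflammatory secreted proteins and antigen presentation genes. Of 4741 genes tested, 928 differed between H2228 and H1975 (421 higher and 507 lower in H2228), 1000 between HCC827 and H1975 (496 higher and 504 lower in HCC827) and 1282 between HCC827 and H2228 (678 higher and 604 lower in HCC827). With wells as units only 1128 genes passed the filter, and 430, 467 and 555 of them differed, of which 392, 402 and 517 were among the main calls. Without Cellmix 4, the deepest Cellmix library, 3692 genes were tested and 547, 568 and 786 differed, and without the block 653 genes differed between HCC827 and H1975.

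Genes higher in 1 line than in both others, by at least 1 on the log2 scale, numbered 87 for H1975, 171 for H2228 and 172 for HCC827, and genes lower in that line numbered 57, 190 and 149. Independent lists of the same sizes would share 26.9, 25.5 and 34.3 higher genes, and data simulated without any effect gave 0. Both contrasts share the line's own libraries. With those libraries split, 1 and 2 for the first contrast and 3 and 4 for the other, 41, 110 and 103 genes were higher in both (6359 genes tested). Independent lists would share 10, 14.9 and 16.5, but the libraries hold the same wells, so the split does not remove what these wells have in common. With wells as units the higher genes numbered 23, 45 and 54, and without Cellmix 4 they numbered 41 for H1975 and 105 for HCC827.

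In H1975, DHRS2, a short-chain dehydrogenase (ENSG00000100867, chromosome 14, 23630115 to 23645639), reached 695 ± 57.1 CPM against 32.2 ± 22 in H2228 and 13.1 ± 2.34 in HCC827, with log2 fold changes to H1975 of -4.10 ± 0.29 (adjusted p = 2.77e-13) and -5.63 ± 0.26 (adjusted p = 1.21e-17). PEG10, a retrotransposon-derived imprinted gene (ENSG00000242265), reached 561 ± 114 CPM against 24.1 ± 25.3 in H2228 and 75.2 ± 8.52 in HCC827. The neuropeptide precursor gene VGF (ENSG00000128564) and PLTP, the phospholipid transfer protein gene (ENSG00000100979), reached 151 ± 51.6 and 152 ± 44.4 CPM in H1975, with smaller log2 differences of 3.83 and 2.69. COL1A2, a type I collagen chain (ENSG00000164692), had 76 counts in H1975 and 0 in both other lines, at least 9.41-fold higher than in H2228 and at least 29.5-fold higher than in HCC827. The aminopeptidase gene ANPEP (ENSG00000166825) was 19.7-fold higher than in H2228 (2 counts, 95% interval 5.32 to 165) and 41.1-fold higher than in HCC827 (3 counts, 13.7 to 203). CCN5 (ENSG00000064205) was 14.7-fold higher than in H2228 (3 counts, 4.92 to 72.5) and differed from HCC827 by 3.63 on the log2 scale. ZNF114 (ENSG00000178150) had 0 counts in H2228 and was at least 11-fold higher, while its difference from HCC827 was 2.42. ZMIZ1 (ENSG00000108175) had a smaller log2 difference of 2.50. Among genes lower in H1975 were PDZK1IP1 (ENSG00000162366, smaller difference -3.43), the epithelial transcription factor ELF3 (ENSG00000163435, -3.17), the cystatin CST6 (ENSG00000175315, -2.57), the glutamine synthetase gene GLUL (ENSG00000135821, -2.36) and ECH1 (ENSG00000104823, -2.22), the last of which was not called without Cellmix 4 (-1.68). COL1A2 was not called by DESeq2.

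In H2228, the aldehyde dehydrogenase ALDH3A1 (ENSG00000108602, chromosome 17, 19737984 to 19748943) reached 1775 ± 298 CPM against 44.9 ± 36.2 in H1975 and 33.1 ± 24.6 in HCC827. The log2 fold change to H1975 was 5.10 ± 0.25 (adjusted p = 3.93e-17). LCN2, an iron-binding lipocalin (ENSG00000148346), reached 1325 ± 208 CPM against 26.1 ± 18.9 and 14.2 ± 10.1. The calcium-binding protein gene S100A9 (ENSG00000163220) reached 514 ± 307 CPM against 6.68 ± 7.91 and 2.26 ± 2.84, and the acute-phase gene SAA1 (ENSG00000173432) 503 ± 137 against 8.59 ± 7.90 and 2.31 ± 2.86. The aldo-keto reductases AKR1C2 (ENSG00000151632) and AKR1C1 (ENSG00000187134) reached 589 ± 139 and 508 ± 145 CPM, the chemokine gene CXCL6 (ENSG00000124875) 300 ± 52.7 and the MHC class II gene HLA-DQB1 (ENSG00000179344) 234 ± 145. SAA2 (ENSG00000134339) was 118-fold higher than in H1975 (1 count, 20.2 to 4782) and 138-fold higher than in HCC827 (1 count, 23.5 to 5566). The pseudogene HLA-DRB6 (ENSG00000229391) was 57.9-fold higher than in H1975 (2 counts, 15.1 to 493) and at least 44.9-fold higher than in HCC827. Members of the AKR1C, SAA and HLA families resemble each other closely, and the split of reads between them is uncertain. Lowest in H2228 were TNNT1, a troponin gene (ENSG00000105048), and MECOM, a transcription factor gene (ENSG00000085276), each with 0 counts. They were at least 10.7-fold and at least 6.70-fold lower than in HCC827, the nearer line for both. The protein C receptor gene PROCR (ENSG00000101000) was 23.6-fold lower than in HCC827 (1 count, 4.11 to 946), IMPDH1 (ENSG00000106348) was 16-fold lower than in H1975 (2 counts, 4.29 to 134), and the mitotic ubiquitin-conjugating enzyme gene UBE2C (ENSG00000175063) had 22.8 ± 21.6 CPM against 265 ± 18.3 and 341 ± 64.8.

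In HCC827, VOPP1 (ENSG00000154978, chromosome 7, 55436056 to 55572988), which lies near EGFR, reached 1821 ± 284 CPM against 168 ± 15.5 in H1975 and 171 ± 78.3 in H2228. PIP4K2C, a lipid kinase (ENSG00000166908), reached 752 ± 76.3 CPM against 77.3 ± 29.0 and 46.6 ± 18.5, and the kinase gene TBK1 (ENSG00000183735) 300 ± 73.9 against 26.5 ± 19 and 36.2 ± 32.9. Filamin C (FLNC, ENSG00000128591) and the surfactant-associated gene SFTA2 (ENSG00000196260) reached 217 ± 98.3 and 154 ± 31.6 CPM, with smaller log2 differences of 3.38 and 3.34. SEC61GP1 (ENSG00000224219), a processed copy of SEC61G, reached 215 ± 121 CPM, and its reads cannot be separated here from those of SEC61G itself. Against H2228, the neuropeptide gene GAL (ENSG00000069482) was 15.1-fold higher (3 counts, 5.07 to 74.1), HOOK1 (ENSG00000134709) 17.1-fold (2 counts, 4.61 to 143) and FOXD1 (ENSG00000251493) 8.94-fold (3 counts, 2.96 to 44.2). Among genes lower in HCC827, the metallothionein gene MT1E (ENSG00000169715), a member of a family of near copies, had 11.5 ± 8.10 CPM against 948 ± 154 in H1975 and 340 ± 117 in H2228. LOX, a collagen cross-linking enzyme gene (ENSG00000113083), had 6.91 ± 8.74 CPM against 137 ± 29.4 and 129 ± 53.7. CREB3L1 (ENSG00000157613) was 103-fold lower than in H2228 (1 count, 17.3 to 4205), the cytochrome gene CYP1B1 (ENSG00000138061) 54.1-fold lower than in H1975 (2 counts, 14.6 to 454) and LIX1L (ENSG00000271601) 64.0-fold lower than in H1975 (1 count, 11 to 2574).

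**Figure D1:**
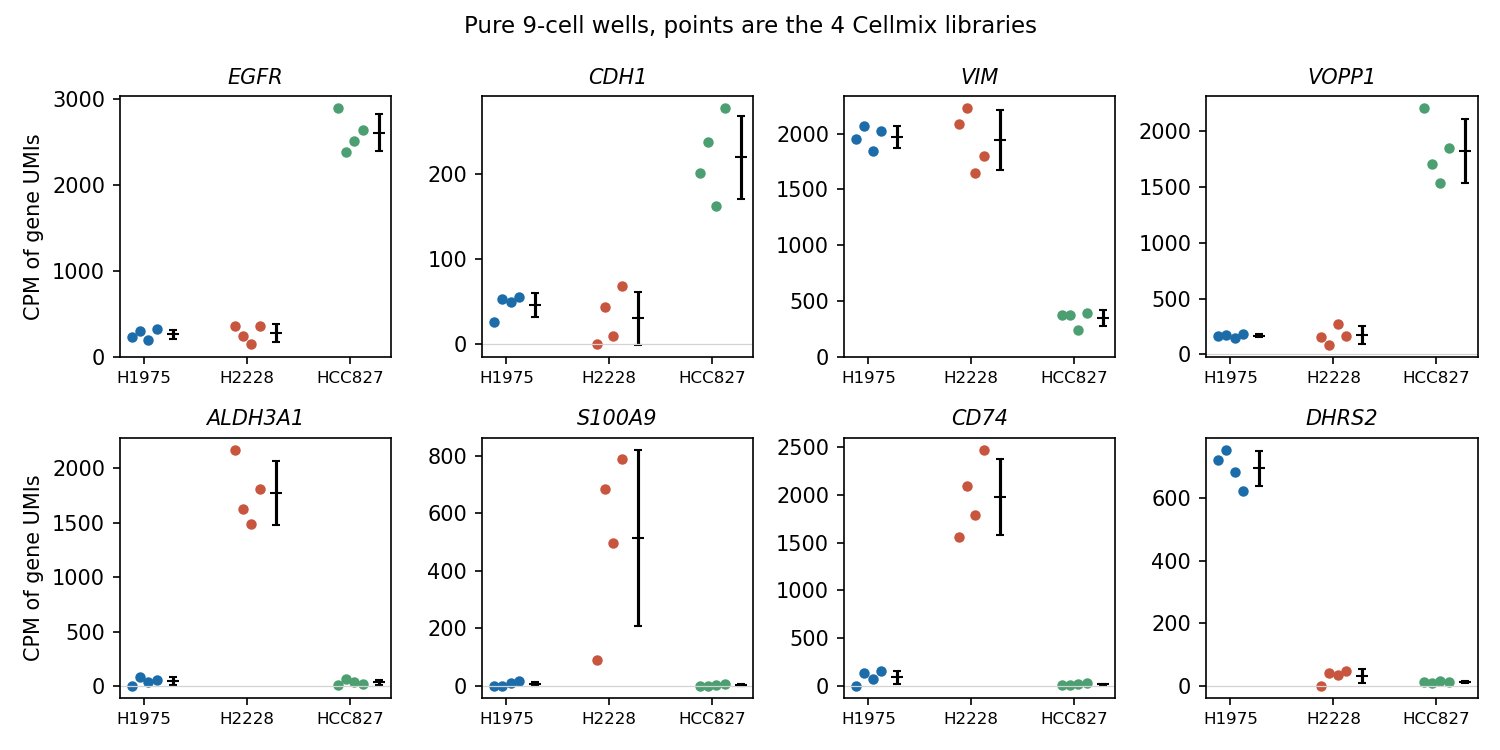
Gene UMIs in CPM (vertical axis) of 8 genes in pure wells of each line, with 1 point per Cellmix library and the mean ± SD (n = 4) beside the points. EGFR and CDH1 were higher in HCC827, VIM was lower in HCC827 at 347 CPM, ALDH3A1, S100A9 and CD74 were higher in H2228, DHRS2 was higher in H1975, and VOPP1 was higher in HCC827 at 1821 CPM.

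Among the driver and lineage genes fixed beforehand, the receptor gene MET (ENSG00000105976) had 119 ± 23.1, 131 ± 43.7 and 158 ± 30.2 CPM in H1975, H2228 and HCC827, and EML4 (ENSG00000143924) had 93.9 ± 34.6, 56.0 ± 25.3 and 63.2 ± 12.8, and neither passed the test in any contrast. ALK (ENSG00000171094) had 0 counts in the pure wells of all lines, which allows up to 7.33 CPM in H2228. ERBB2 (ENSG00000141736), ERBB3 (ENSG00000065361) and NKX2-1 (ENSG00000136352) had too few counts to be tested, with means of 27.1, 10.3 and 24.0 CPM in H2228 and 8.24, 26.1 and 23.4 CPM in HCC827. The adhesion gene CDH1 (ENSG00000039068) had 219 ± 49.0 CPM in HCC827, and its log2 fold changes were 2.23 ± 0.32 to H1975 and 2.61 ± 0.40 to H2228 (adjusted p = 1.94e-06 and 5.79e-06). The intermediate filament gene VIM (ENSG00000026025) had 347 ± 71.4 CPM in HCC827 against 1971 ± 97.0 and 1940 ± 266, with log2 fold changes of -2.51 ± 0.11 and -2.48 ± 0.11 (adjusted p = 8.18e-19 and 3.41e-18).

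Between H2228 and H1975, all 8 measured MHC class II genes rose in H2228 (camera, adjusted p = 3.62e-16), among them HLA-DRA by 5.01 and HLA-DRB1 by 4.96 on the log2 scale, and all 8 also passed when adjusted over the list alone. CD74, the class II invariant chain, had 1980 ± 395 CPM in H2228, 90.1 ± 70.1 in H1975 and 18.1 ± 8.06 in HCC827. Of 11 MHC class I genes, 7 rose and 1 fell (adjusted p = 4.53e-10), with HLA-B at 3.45, HLA-C at 2.97 and the chaperone gene CALR at -0.58, and 8 passed when adjusted over the list alone. Of 21 NRF2 target genes, which encode enzymes against oxidative stress, 18 rose and 2 fell (adjusted p = 1.73e-22), with AKR1C3 at 4.69 and GCLM at 1.74, and 20 passed when adjusted over the list alone. HMOX1 was 1 of the 2 that fell, at -2.15. All 9 measured NF-kB chemokine and cytokine genes rose (adjusted p = 2.45e-11), among them CXCL1 by 4.84 and CXCL8 by 3.99. All 4 mucin and secretory genes rose (adjusted p = 9.19e-08), with C3 at 4.45, SLPI at 3.53 and MUC1 at 3.44, and all passed when adjusted over the list alone, as did the 9 NF-kB genes. Of 12 S100 and annexin genes, 7 rose (7 when adjusted over the list alone, adjusted p = 1.99e-07), with S100A10 at 1.34. Of 13 mitochondrially encoded genes 6 fell and 1 rose (adjusted p = 0.0193), and of 14 stress and immediate early genes 5 fell (adjusted p = 0.0216), among them ATF4 by 1.45 (9 and 6 when adjusted over the list alone), but neither list passed with an estimated correlation (adjusted p = 0.228 and 0.139) or without Cellmix 2 (0.127 and 0.128). The mitochondrial list also did not pass with all described wells (0.135), nor the stress list without Cellmix 3 (0.0881). With wells as units, where fewer genes were tested, 3 MHC class II, 4 MHC class I, 9 NRF2 target, 2 NF-kB, 0 mucin and secretory and 6 S100 and annexin genes rose, and 1 MHC class I, 1 mitochondrial and 1 stress gene fell.

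Between HCC827 and H1975, 14 of 18 epithelial junction and keratin genes rose in HCC827 and 1 fell (adjusted p = 2.09e-11), with ST14 at 2.29, and 15 passed when adjusted over the list alone. Of 17 mesenchymal genes, 12 fell and 2 rose (adjusted p = 1.99e-07, 14 when adjusted over the list alone), with TAGLN at -4.12 and SPARC at -3.33. Of 5 ERBB receptor and ligand genes, 3 rose (adjusted p = 3.65e-05), which were EGFR, AREG at 2.88 and EREG at 2.33. Of 9 interferon response genes, 4 fell (adjusted p = 0.00286), among them IFITM2 by 3.07 and BST2 by 2.88. Of 14 glycolysis genes, 6 rose and 1 fell (adjusted p = 0.00116), with the glucose transporter SLC2A1 at 1.37, TPI1 at 1.30 and HK1 at -1.45. Of 13 mitochondrially encoded genes, 9 fell (adjusted p = 3.34e-12), among them MT-ATP6 by 0.77 on the log2 scale. Both measured fibroblast and endothelial markers, COL1A1 at -3.48 and COL1A2, fell (adjusted p = 0.00194). Of 8 MHC class II genes 5 fell (adjusted p = 0.0394), of 21 NRF2 target genes 7 fell and 3 rose (adjusted p = 0.00822), and of 10 cholesterol synthesis genes 6 rose (adjusted p = 0.00971), with DHCR7 at 2.09. These last 3 lists did not pass with an estimated correlation (adjusted p = 0.111, 0.0602 and 0.0991), and MHC class II genes did not pass without Cellmix 2 (0.0759) or without Cellmix 4 (0.109). The counts adjusted over the list alone were 5 for ERBB genes, 4 for interferon response, 8 for glycolysis, 10 for mitochondrial, 2 for fibroblast and endothelial, 7 for MHC class II, 13 for NRF2 target and 6 for cholesterol synthesis genes. With wells as units, 9 epithelial, 2 mesenchymal, 1 ERBB, 6 glycolysis, 1 NRF2 target and 0 cholesterol synthesis genes rose, while 5 mesenchymal, 3 interferon response, 1 glycolysis, 7 mitochondrial, 1 fibroblast and endothelial, 3 MHC class II and 6 NRF2 target genes fell.

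Between HCC827 and H2228, all 8 MHC class II genes fell in HCC827 (adjusted p = 4.26e-14), as did 7 of 11 MHC class I genes (adjusted p = 1.40e-10), with HLA-B at -3.39. Of 21 NRF2 target genes 17 fell (adjusted p = 1.34e-22), of 9 NF-kB genes 8 fell (adjusted p = 4.43e-08) and all 4 mucin and secretory genes fell (adjusted p = 4.87e-07), with AKR1C3 at -6.39, CXCL1 at -6.02 and SLPI at -5.87. Of 12 S100 and annexin genes 8 fell and 1 rose (adjusted p = 4.10e-06), with S100A6 at -1.49. Of 18 epithelial genes 11 rose (adjusted p = 3.34e-07), with KRT18 at 2.50 and CLDN7 at 2.32. Of 17 mesenchymal genes 10 fell and 2 rose (adjusted p = 4.47e-05), with AXL at -3.81 and COL5A1 at -3.71. Of 9 interferon response genes 5 fell (adjusted p = 3.65e-05), with BST2 at -3.88. Of 14 glycolysis genes 8 rose and 1 fell (adjusted p = 0.000265), with PGK1 at 1.79, and of 5 ERBB receptor and ligand genes 3 rose (adjusted p = 0.000699), with NRG1 at 2.59. Cholesterol synthesis genes (5 of 10 rose, adjusted p = 0.0462), mitochondrially encoded genes (5 of 13 fell and 2 rose, adjusted p = 0.00245) and fibroblast and endothelial markers (COL1A1 of 2 fell, adjusted p = 0.0128) did not pass with an estimated correlation (adjusted p = 0.205, 0.135 and 0.0731), and the cholesterol list did not pass without Cellmix 2 (0.0745). The mitochondrial list did not pass without the block (0.0955), and its direction turned when no filter on low counts was applied (0.624). The counts adjusted over the list alone, in the order in which these 14 lists are given, were 8, 7, 17, 8, 4, 10, 11, 12, 5, 9, 3, 5, 7 and 1. With wells as units and in the same order, the members called in either direction numbered 3, 4, 10, 2, 0, 6, 9, 6, 4, 8, 1, 0, 5 and 1.

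Over the 3 contrasts, 57 list tests on 19 lists gave 32 calls, and 24 held with an estimated correlation. The remaining lists gave no call in the contrasts not mentioned above, and for 9 of these 25 tests the median, the mean and the direction of the test differed in sign. For H2228 against H1975, HCC827 against H1975 and HCC827 against H2228 in this order, the cell cycle list of 29 measured genes had 4, 3 and 5 members that rose and 5, 4 and 4 that fell (11, 7 and 12 when adjusted over the list alone), and the ribosomal protein list of 32 genes had 4, 9 and 10 that rose and 8, 7 and 6 that fell (15, 19 and 18 when adjusted over the list alone). Without Cellmix 1 the ribosomal list passed for HCC827 against H1975 and against H2228 (adjusted p = 0.0269 and 0.0256), and the alveolar and club cell list for H2228 against H1975 (0.0428). With no filter on low counts the ribosomal list passed in all 3 contrasts (7.27e-11, 3.87e-05 and 6.96e-16), the cell cycle, glycolysis and cholesterol synthesis lists for H2228 against H1975 (0.00037, 5.47e-06 and 0.00611) and the stress list for HCC827 against H2228 (1.41e-06). The MAPK output list of 8 measured genes had 3, 1 and 1 that rose and 1, 0 and 2 that fell, with DUSP4 at 1.97 for H2228 against H1975 and MYC at 2.11 for HCC827 against H2228. The alveolar and club cell list of 3 measured genes had 1, 1 and 2 that rose and 0, 0 and 1 that fell. Among neuroendocrine genes only 1 member was measured, and this gene, UCHL1, a neuronal ubiquitin hydrolase gene, rose by 3.83 in H2228 against H1975 and differed by -5.42 for HCC827 against H2228. Of 18 immune cell markers, 0 passed the filter on low counts.

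A second question was how much RNA each line gave, since wells held equal numbers of sorted cells. Pure H2228 wells gave fewer UMIs than pure H1975 wells in each of the 4 libraries, with a mean log2 ratio of -1.08 ± 0.09 (SD, n = 4), a ratio of 0.473. The mean log2 ratio of HCC827 to H1975 was 0.29 ± 0.04 (ratio 1.22) and that of HCC827 to H2228 was 1.37 ± 0.05 (ratio 2.58). Each ratio had the same direction in all 4 libraries, and for each the exact two-sided permutation p was the smallest that 4 libraries allow, which is above 0.05. These SDs cover preparations of the same wells. Summed over libraries, with wells as units, pure wells held 57973 ± 28138 UMIs for H1975 (SD, n = 19), 27285 ± 15614 for H2228 (n = 15) and 71160 ± 21531 for HCC827 (n = 18), and permutation tests (two-sided) gave p = 0.00018 for H2228 against H1975, 0.119 for HCC827 against H1975 and 2e-05 for HCC827 against H2228. Wells of 3 cells (1+1+1) held 0.343 ± 0.0687 times the UMIs of 3+3+3 wells.

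**Figure D2:**
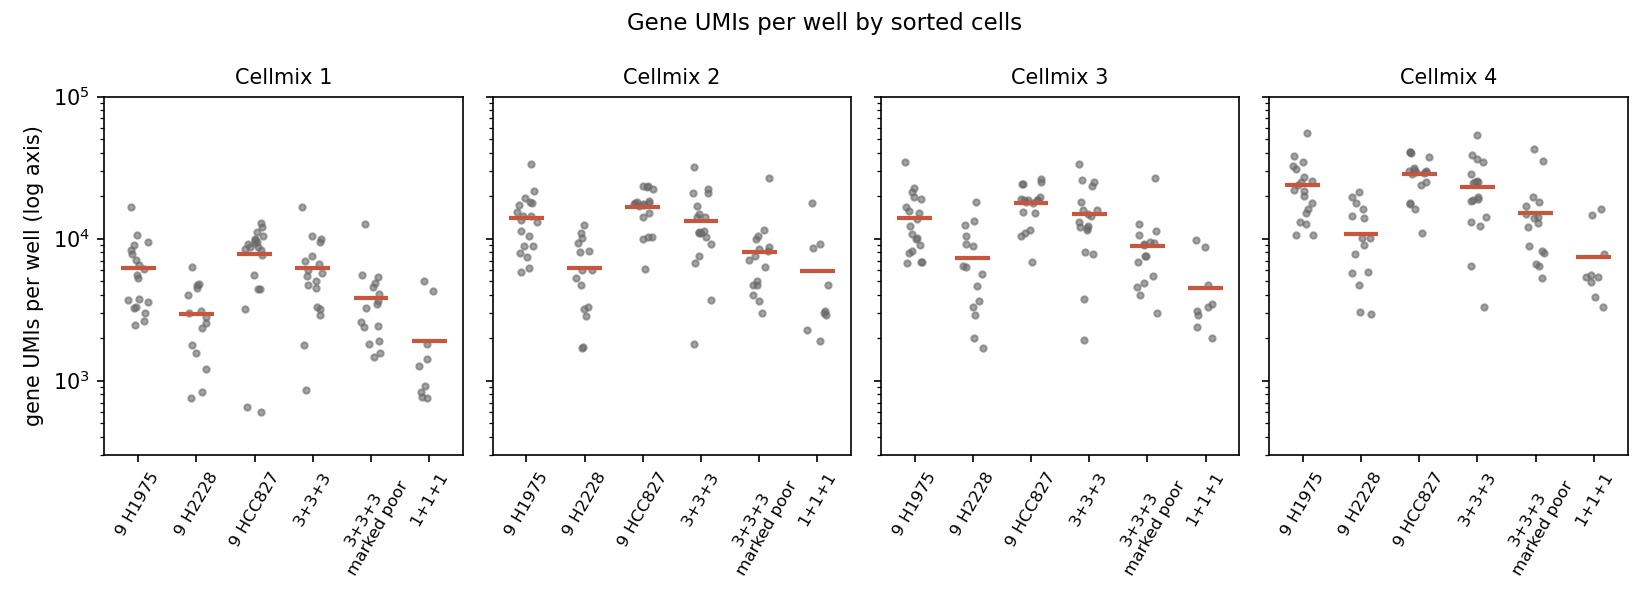
Gene UMIs per kept well (vertical log axis) by sorted cells, with 1 panel per Cellmix library, 1 point per well and a bar at the mean. In each panel the mean of H2228 wells lies below that of H1975 wells, by ratios between 0.448 and 0.517.

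The mixed wells asked whether the sorted proportions could be read back from RNA. In 3+3+3 wells the estimated shares were 29.3% ± 6.63 for H1975, 23.3% ± 1.69 for H2228 and 47.4% ± 6.41 for HCC827 (SD, n = 4), where each line made up 33.3% of the cells. Over all mixtures H2228 was estimated at 8.08 ± 1.11 points below its sorted share and HCC827 at 6.96 ± 3.67 points above it, while H1975 departed by 1.12 ± 4.40 points, less than the spread between libraries. Of 24 mixtures with H2228, 18 lay below the sorted share in all 4 libraries and 2 above it in all 4. The latter were 0+5+4, with 69.8% ± 4.30 for a sorted share of 55.6%, while 0+6+3 gave 36.2% ± 2.50 for 66.7%, and 2+7+0, with 88.6% ± 8.91 for 77.8%. Each library held only 4 or 5 kept wells of 0+5+4, 4 of 0+6+3 and 5 of 2+7+0. Because the 4 libraries are preparations of the same wells, their agreement and SDs do not cover the spread between wells. The median absolute departure from the sorted share was 7.37 ± 1.27 points. With the reference scaled by the UMIs of pure wells, so that the estimate is a share of cells, it was 4.96 ± 0.365 points. With the pure wells of CellPOP as reference, of which those of H1975 and H2228 did not pass the well filter, it was 30.5 ± 1.58 points. The RNA weight per cell that best fitted the mixtures, relative to H1975, was 0.703 ± 0.138 for H2228 and 1.46 ± 0.390 for HCC827.

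**Figure D3:**
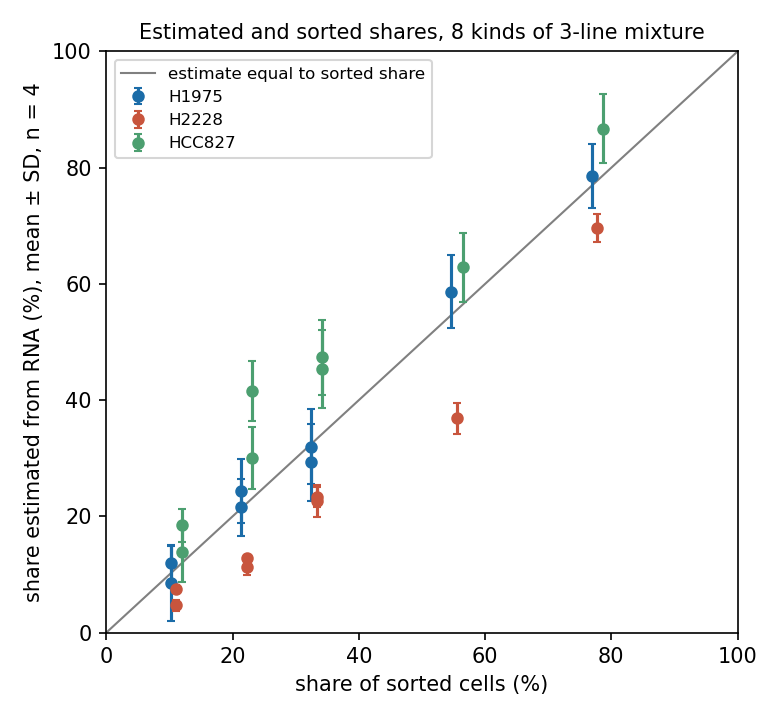
Share of RNA estimated for each line (vertical axis, %) against its share of sorted cells (horizontal axis, %) in 8 kinds of mixture of all 3 lines, as mean ± SD over 4 Cellmix libraries, with a line at equality. H2228 lies below the line in each kind of mixture, for example at 36.9% for a sorted share of 55.6%.

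A mixture of lysed cells should carry the sum of the RNA of its parts, and 3+3+3 wells were compared with sums of pure wells. Of 5845 genes tested with edgeR, 1 differed, and 367 had an unadjusted p under 0.05. It was the keratin gene KRT8 (ENSG00000170421), lower in mixed wells by a log2 fold change of -0.52 ± 0.09 (adjusted p = 0.0449). The gene was named after its value was seen. DESeq2 called 0 genes (135 with an unadjusted p under 0.05), as did the fit without the block (165 with an unadjusted p under 0.05), and 0 were called when any 1 library was left out. With no filter on low counts 3 genes were called (0 higher and 3 lower), and with all described wells 7 (4 higher and 3 lower). Thinned to equal totals, 1 of 2134 genes was called, again KRT8.

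Log2 fold changes between wells rich in 1 line were compared between Cellmix and CellPOP across genes, which are not independent replicates. The mean Pearson correlation over 4 libraries was 0.465 ± 0.110 for H2228 against H1975 (4971 genes), 0.523 ± 0.113 for HCC827 against H1975 (4959 genes) and 0.553 ± 0.120 for HCC827 against H2228 (4961 genes). For genes of at least 200 CPM the means were 0.738, 0.762 and 0.813, for genes of at least 10 CPM they were 0.323, 0.386 and 0.391, and with the pure wells that had been planned, for which the well filter had to be dropped, 0.175, 0.252 and 0.262. For genes of at least 50 CPM in wells rich in 1 line, mean slopes of Cellmix on CellPOP fold changes were also fitted. In the same order of contrasts they were 1.05 ± 0.152, 1.01 ± 0.0984 and 1.10 ± 0.126 (SD, n = 4). CellPOP is 1 library, so there is no replicate check on its side.

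The barcode table marks some 3+3+3 wells as of poor quality, and these were compared with the other 3+3+3 wells. Mitochondrially encoded genes took 5.87% ± 0.485 of gene UMIs in marked wells against 3.78% ± 0.228 in the others (SD, n = 4). This share leaves out the mitochondrial rRNA and tRNA genes. The share was higher in all 4 libraries, and the exact two-sided permutation p was the smallest that 4 libraries allow. Of 13 mitochondrially encoded genes 12 rose (camera, adjusted p = 4.11e-69, and 0.0235 with an estimated correlation), and 12 rose with wells as units. By the same test 7 lists were lower in marked wells, which were ribosomal protein (adjusted p = 3.17e-12), MHC class II (4.58e-06), NRF2 target (1.55e-05), S100 and annexin (1.79e-05), mucin and secretory (0.00418), MHC class I (0.00976) and glycolysis genes (0.0105), and cell cycle genes were higher (0.0322), but none of these 8 passed with an estimated correlation (0.0674 to 0.187). Members called in these lists numbered 3 of 32, 2 of 6, 5 of 19, 2 of 10, 1 of 2, 2 of 11, 0 of 13 and 1 of 29, and with wells as units 0, 1, 2, 0, 1, 1, 0 and 1. MALAT1, a nuclear long noncoding RNA (ENSG00000251562), had 4594 ± 589 CPM against 2269 ± 294, a log2 fold change of 1.06 ± 0.05 (adjusted p = 1.94e-14), and MT-RNR1, a mitochondrial ribosomal RNA (ENSG00000211459), had 3523 ± 30.1 against 1757 ± 123. Other genes that rose were MEPCE (2.02), MEG3 (2.01), DHRS2 (1.70), PVT1 (1.43), MT-TL1 (1.12), KLF6 (1.04), MT-ND4L (1.04) and SMARCA4 (0.90), and those that fell were NDUFV3 (-1.92), LCN2 (-1.63), LMAN2 (-1.48), IGFBP3 (-1.46) and DDIT4 (-1.33). In these wells the estimated H2228 share was 10.6% ± 1.88 and the H1975 share 48.2% ± 4.60, and genes higher in H2228, such as LCN2, HLA-DRA (-1.48) and CD74 (-1.09), moved with it, as did DHRS2 with H1975. Marked wells also held 0.620 ± 0.0268 times the UMIs of the others. Of 3642 genes tested, 85 differed (42 higher and 43 lower in marked wells). With no filter on low counts 133 differed (33 higher and 100 lower), without the block 18 did (17 higher and 1 lower), of 666 genes tested with wells as units 46 did (37 higher and 9 lower), and 9 of the 15 genes named by rule were not called without the block. Without Cellmix 1, 2, 3 and 4 in turn, 4, 6, 6 and 3 of them were not called, and 11, 9, 8 and 11 were. A named gene without a value in a fit is in neither count.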

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

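The comparison of marked with unmarked 3+3+3 wells was chosen after the data had been seen, and the rule for values apart was set before. Each mean of 4 Cellmix libraries was examined for a library whose gap to its nearest neighbour took most of the range (Dixon's test at 95%). This held for 8 of 77 groups of values, where chance alone marks about 5%. The UMIs of 3-cell wells relative to 3+3+3 wells were 0.445 in Cellmix 2 and between 0.298 and 0.320 in the others. Cellmix 1 stood apart for PEG10 in H1975 (729 CPM, others 490.8 to 531), for SEC61GP1 in HCC827 (395 CPM, others 135 to 167), for FOXD1 in HCC827 (149 CPM, others 50.1 to 59.0), for MT-RNR1 in unmarked 3+3+3 wells (1574 CPM, others 1800 to 1833) and for SMARCA4 in the same wells (63.0 CPM, others 160.7 to 174.5). MT-TL1, a mitochondrial tRNA gene, reached 1240 CPM in unmarked 3+3+3 wells of Cellmix 3 against 8.994 to 24.99 in the others, and 2215 CPM in marked wells of Cellmix 3 against 48.8 to 116. Column L19 of Cellmix 2, which has no described well and entered no comparison, held 39079 gene UMIs over 7286 genes and 14 ERCC UMIs, with 2.99% mitochondrial UMIs. Why these groups stand apart was not tested.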

How the results depend on the processing

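Alternatives for the marked wells, the CellPOP reference, the same-library reference, the scaled genes and the UMI yields with wells as units were chosen after the data had been seen. Thinned to equal totals, 919 genes were tested, and 254, 225 and 373 differed for H2228 against H1975, HCC827 against H1975 and HCC827 against H2228, while 16, 54 and 38 were higher in H1975, H2228 and HCC827 than in both other lines. With wells as units these counts were 430, 467 and 555, and 23, 45 and 54. Fewer genes were tested there too, 1128. Without the replicate block, 653 genes differed between HCC827 and H1975, and the other counts of line genes stayed within 1.5 times. Without any filter on low counts, genes higher and lower were 343 and 718 for H2228 against H1975 and 947 and 546 for HCC827 against H2228, a shift of balance that went with medians of all genes of -0.24 and 0.22 on the log2 scale. Leaving out 1 Cellmix library at a time gave 547 to 920, 568 to 965 and 786 to 1323 genes, and 41 to 83, 124 to 192 and 105 to 164 genes higher in 1 line, lowest without Cellmix 4, the deepest.

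For the marked wells the count was 133 without a filter (33 higher and 100 lower), 18 without the block, 56 thinned, 46 with wells as units and 61 to 75 with a library left out. For additivity it was 0 with DESeq2, 0 without the replicate block, 1 thinned, 3 without a filter, 7 with all described wells and 0 with any 1 library left out. The median departure of estimated from sorted shares was 4.96 points with the reference scaled by UMIs and 30.5 points with CellPOP's pure wells as reference. The correlations of fold changes between Cellmix and CellPOP were 0.323, 0.386 and 0.391 at 10 CPM, 0.738, 0.762 and 0.813 at 200 CPM, and 0.175, 0.252 and 0.262 with pure wells and no well filter. Without a filter on low counts, 2 lists with a call in 1 of the settings turned direction for HCC827 against H2228, cell cycle genes (adjusted p = 0.000326) and mitochondrially encoded genes (0.624). The cause of these differences was not tested.

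Over all alternatives, genes named for the lines kept their direction and side of the threshold in 538 cases, weakened in 3 and passed anew in 1. Only 22 of 66 such results had a value when thinned and 18 with wells as units, because the other genes did not pass the filter. Genes named for marked wells did so in 96 cases and weakened in 35, and list results did so in 419 cases, weakened in 16 and passed anew in 10. UMI yields could not be recomputed in CellPOP, whose pure H1975 and H2228 wells were left out. In simulated data a 2-fold change was recovered for 46% of genes and a 4-fold change for 97%.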

Other observations

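The tests of UMI yield and of the mitochondrial share, the comparison of wells by depth and the yields with wells as units were chosen after the results had been seen, and the neighbourhood pattern was noticed before its pairs were counted. The test of plate position used here replaced an earlier one, a ratio of UMIs between 1+7+1 and 7+1+1 wells whose highest value was 0.606. That one had argued against plate position, but it was set aside after its value was seen, because these wells lie in rows next to the pure wells. Genes higher in 1 line often lay side by side on the chromosomes. In HCC827, 8 of 20 consecutive tested genes on chromosome 7 between 44606572 and 56106476 (GRCh38) were higher than in both other lines, namely SEC61G, EGFR, LANCL2, VOPP1, PSPH, CCT6A, SUMF2 and CHCHD2. SEC61G, which encodes a subunit of the protein translocation channel, had 9244 ± 1100 CPM in HCC827 (SD, n = 4), 1051 ± 405 in H1975 and 944 ± 178 in H2228, and LANCL2 had 564 ± 67.6, 50.6 ± 9.24 and 60.7 ± 27.1. Other such runs in HCC827 held 10 of 20 genes on chromosome 1 between 77129114 and 93369493, among them RPL5, and 10 of 20 on chromosome 8 between 65602458 and 81759515, among them STAU2 and TPD52. The chromosome 1 run also counts RPL5P6, a copy of RPL5, and reads of these genes cannot be separated here. H2228 had 10 of 20 on chromosome 6 between 31730581 and 33089696, 8 of which are HLA genes, and H1975 had 8 of 20 on chromosome 19 between 49719498 and 55280381. These regions and genes were chosen after their values were seen.

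A hypothesis is that stretches of the genome with a changed copy number raise neighbouring genes together in a line. Adjacent pairs of higher genes numbered 15 in H1975, 31 in H2228 and 39 in HCC827, where permuted positions gave means of 1.58, 6.13 and 6.24 (10000 permutations, one-sided, p = 0.0001 for each, the smallest they can give). Reads shared by overlapping genes or by adjacent genes of one family are excluded as the whole cause, since with such pairs left out 13, 14 and 35 pairs remained (10000 permutations of positions, permutation test, one-sided, p = 0.0001, 0.0013 and 0.0001). For H2228 that removed more than 0.5 of the pairs, and 8 genes of its chromosome 6 run belong to the HLA family. Copies of a gene that lies elsewhere were not left out, such as RPL7P6 in a run on chromosome 12 of HCC827. Copy number was not measured, and shared regulation of neighbouring genes would give the same counts, so the hypothesis stays open.

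Pure H2228 wells gave fewer UMIs than pure H1975 wells. Among kept wells, loss of cells or reactions in a few wells is argued against by the upper quartiles, whose ratio was at most 0.551 in any of the 4 libraries. The well filter had left out 5 of 20 pure H2228 positions in all 4 libraries, the most of any mixture, against 1 of 20 for pure H1975. Loss in those wells is not covered by this comparison. Lower capture in those wells is argued against by spike-in UMIs per well, whose ratio pooled over libraries was 1.11 (95% interval 1.02 to 1.20). The interval covers counting error only, not the spread between wells or libraries. In Cellmix 1 to 4, spike-in UMIs per well were 10.1, 19.3, 16.3 and 28.8 for H2228 and 7.58, 17.3, 17.1 and 25.3 for H1975. Plate position of the pure wells was examined in wells that mix the 3 lines, where the lines share a place. There the estimated H2228 share departed from the sorted share by -8.50 points in the library nearest to 0. A high HCC827 share also lowers it, so this value does not by itself set H2228 against H1975. In wells of H1975 and H2228 alone, 3+6+0, 6+3+0 and 7+2+0 lay below the sorted H2228 share in all 4 libraries. The 2+7+0 wells lay above it in all 4, and libraries were divided for 1+8+0, 4+5+0, 5+4+0 and 8+1+0. Plate position therefore stays open as a cause of at least part of the pattern. The RNA weight of H2228 relative to H1975, fitted over all mixtures, was 0.703 ± 0.138, against a ratio of 0.473 in pure wells. Mixed wells thus showed a smaller deficit of H2228 than pure wells did. Also open are a lower RNA content of H2228 cells, which may contribute to the pattern and was not measured apart from these wells, and a loss of RNA from these cells before lysis. Neither would by itself give the 69.8% estimated for 0+5+4 wells.

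In wells marked as poor, the mitochondrial share was higher. The share exceeded that of the pure line with the highest share by at least 1.34 points in each of the 4 libraries. A mix of lines that kept their pure-well shares could not reach that share. This does not settle the role of the mix, since some unmarked mixtures, among them 5+2+2, also exceeded each pure line. The 5+2+2 wells held 6.23%, 5.27%, 5.41% and 5.99% in Cellmix 1 to 4, against 5.93%, 5.19%, 6.02% and 6.33% in marked wells and at most 4.53% in any pure line. Their estimated shares were 58.7% H1975, 11.3% H2228 and 30.0% HCC827, against 48.2%, 10.6% and 41.2% in marked wells. Wells of 0+7+2, which hold no H1975 cells, also exceeded each pure line, at 4.33%, 4.28%, 4.56% and 4.97%. Wells of 7+1+1, with more H1975 cells, held 4.04%, 3.52%, 3.94% and 4.25%. The share in unmarked wells thus did not follow the H1975 share, and whether a different mix plays a part stays undecided. For fewer UMIs per well the comparisons disagree, since 3-cell wells reached a share as high in 3 of the 4 libraries, by up to 0.797 points, while unmarked 3+3+3 wells with UMIs up to the upper quartile of marked wells, which held 5724 UMIs on average against 9006, stayed lower in all 4 (4.10% ± 0.219 against 5.87% ± 0.485, SD, n = 4), so this explanation stays open. Per well position, marked wells had 7.15% ± 3.54 (SD, n = 16), against 3.96% ± 1.20 in other 3+3+3 wells (n = 18, permutation test, two-sided, p = 0.00024), 4.54% ± 1.30 in those up to the same quartile (25432 UMIs against 36026, n = 5, p = 0.0748 by permutation) and 6.02% ± 2.34 in 3-cell wells (n = 9, p = 0.415 by permutation). All marked wells lie in row P, with 0 unmarked wells there, so plate row and poor quality cannot be told apart, and damage to the cells was not tested.

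Other groupings of the columns were tried for each count. In fits of 8 columns, 1 of 35 splits, the real one, gave as many genes for H2228 against H1975 (648 genes), HCC827 against H1975 (1181), HCC827 against H2228 (961), the marked wells (85) and additivity (1), and the highest count of any other split was 0. Only 8 of these splits part the groups within each library, as the block asks. Among them the highest other count was also 0, but 8 are too few for a share under 0.05. The remaining splits put both groups of at least 1 library together, which can by itself lower their counts, so the 35 splits are not a strict test of chance. Of 100 regroupings of the 12 columns, the real one included, 3 gave as many genes higher in 1 group as H1975 (87), 1 as many as H2228 (171) and 1 as many as HCC827 (172), with 104 as the highest other count. For the lists, 2 of 100 gave as many calls as the real 32, with 34 as the highest other count. The number for H1975 is thus within reach of other groupings, and what those groupings had in common was not examined.

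At the 32 positions left out in all 4 Cellmix libraries, the median was 135, 168, 136.5 and 154.5 UMIs in Cellmix 1 to 4, while the medians of kept wells stood at 1 to 2.10 to 2.26 to 3.60.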
